A study of Mus musculus with 4 samples.

How the data were processed

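Cardiomyocytes were isolated from mouse hearts after 3 days of a doxycycline diet, and polyadenylated RNA was sequenced on an Illumina HiSeq4000 from stranded TruSeq libraries, per the labels' protocols. The 4 libraries were grouped from their genotype and title labels into MHC control (2 libraries) and Rbfox2 OE (2 libraries).

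The values were FPKM, estimated by the authors with Cuffdiff, per the file headers. The deposited gene-level table held 48432 gene rows with versioned Ensembl identifiers, a locus, and for each group 1 FPKM value, a lower and an upper bound in FPKM, and a status. The other deposited columns, the bounds, are in FPKM and are the authors' interval, whose level is not stated per the file headers. Because the table gives 1 value per group, each FPKM combines the 2 libraries of its group, and the number of unused per-library columns was 0. The aligner, the Cuffdiff version, the normalization mode, the annotation and the use of strand in counting are not stated in the labels or headers. FPKM values do not state the number of fragments, so the depth of the libraries is unknown and neither counting intervals nor detection floors were given. An exception, described at the end, is short RNA genes with transcripts of 107 bases, whose values fell on steps that fit single fragments. Genes with the status HIDATA are listed at 0, and a value of 0 is therefore reported as listed at 0, without a fold. In 9 genes of the control and 14 of Rbfox2 OE the FPKM lay outside its own bounds.

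Cuffdiff distributes fragments among isoforms and among overlapping genes, and 21052 of the genes lie in 6879 loci that the table gives to more than 1 gene. Of the 49 genes chosen for naming, 44 by the rule given below and 5 by a ranking added after values were seen, 32 overlap another annotated gene and 26 overlap one on the opposite strand. Their values are uncertain to the extent that fragments were assigned to a neighbour. Scn4b, Kcnj11, Kcnj12 and Gja1 overlap no other annotated gene.

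Coordinates, gene types and transcript lengths were taken from GENCODE M21 on GRCm38. The authors' build is not stated. The identifiers of 48053 genes (99.2%) were found in that annotation, and 99.95% of those loci overlapped the annotated gene. Rows sharing a gene name (110 names) were summed.

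The design fixed before the data were examined called for limma on values per library. The table holds none, so the fallback fixed at the same time was used. From the deposited FPKM values the log2 ratio of Rbfox2 OE over MHC control was computed with a pseudocount of 1 FPKM, which understates the change of low genes. Genes with a mean of at least 1 FPKM over the groups were compared, 11697 in all, of which 11678 were annotated and 11092 protein-coding. Genes were counted at a 2-fold threshold (a log2 ratio of at least 1 in size) and, separately, where the authors' bounds did not overlap. No p-values were computed, and differences between libraries of 1 group could not be assessed.

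Gene lists were fixed before the data were examined. They cover splicing regulators, sodium, calcium and potassium channels, gap junction and pacemaker genes, calcium handling, sarcomere genes, fetal and stress genes, immediate early genes, mitochondrial respiration, fatty acid oxidation, cell cycle, and markers of fibroblasts, endothelium, macrophages and leukocytes, smooth muscle and pericytes, red blood cells, neurons and glia, and atria. The median log2 ratio of each list was placed among the medians of 10000 random lists of the same size, drawn from 10 bins of mean expression. A percentile was given for the 18 lists with at least 5 genes used. The genes named were set by a rule fixed beforehand: the Rbfox genes, the 5 largest increases and 5 largest decreases with separate bounds, up to 5 members of 7 lists past the same criterion, and 5 sex chromosome genes. The criterion for list members is separate bounds, whatever the size of the difference, so Scn7a, Gja1 and Hcn2 are named although their log2 ratios with a pseudocount of 1 are under 1 in size. Some genes that the rule chose are not reported here. A union of the channel lists and a list of interferon-stimulated genes were added after values were seen. So was a ranking over protein-coding genes with separate bounds, status OK and values above 0.

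Alternatives covered the pseudocount, the filter on low values, the fold threshold, 2 other scalings, the status filter, repeated gene names, the mean in place of the median, and other ways of drawing random lists. The authors' own test and isoform shares, listed beforehand, were not used here because the gene-level table has no columns for them.

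The calculations were tested on simulated data. FPKM values were simulated for 11344 genes, with 200 changed 4-fold and the distance from a value to its bound read as 2 SD, although the level of the bounds is not stated. The changed genes were drawn from those at 10 FPKM or more in the control, so recovery among lower genes was not tested. Of the 200 changed genes, 95.0% were recovered at the 2-fold threshold and 83.0% by separate bounds. Of the 11144 unchanged genes, 577 (5.18%) passed the 2-fold threshold and 1.01% had separate bounds. A planted list of 20 genes, all raised 4-fold, reached percentile 100, which so strong and uniform a change nearly assures. Of 200 random lists, 4.5% fell outside the middle 95%. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.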

Results

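Messenger RNA was sequenced from cardiomyocytes, the contractile cells of the heart, isolated from mouse hearts by Langendorff perfusion, in which the coronary vessels are perfused with enzyme to release the cells. The 4 libraries formed 2 groups of 2. The MHC control group came from mice labelled with the MHC genotype alone, and the Rbfox2 OE group came from mice overexpressing RBFOX2, an RNA-binding regulator of alternative splicing. Both groups were on a C57BL x FVB background and had been fed a doxycycline diet for 3 days. The labels named no sequencing batch or date. Expression was given as FPKM, fragments per kilobase of transcript, scaled for sequencing depth in a way that is not stated. The authors' table gave 1 pooled FPKM value per gene and group, with a lower and an upper bound, and no value per library. There was therefore no replicate spread and no test between groups, and each value below is the authors' pooled value, followed where given by the authors' bounds. The depth of the libraries in reads is unknown.

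The control group had 20563 genes above 0 FPKM and 11346 genes at 1 FPKM or more, against 21710 and 11720 genes in the Rbfox2 OE group. The FPKM values summed to 512908 in the control and to 446802 in Rbfox2 OE, and the 10 most abundant genes took 17.7% and 15.3% of those sums. Some of the most abundant cardiac transcripts were missing from the sums. The authors' status column marked 30 genes in the control and 26 genes in Rbfox2 OE as HIDATA, a Cuffdiff status for loci with too many fragments to estimate, and all of these were listed at 0. They included Myh6, Mb and 16 mitochondrial genes in both groups. The median distance from a value to its bound was 37.9% of the value in the control and 39.3% in Rbfox2 OE.

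The overexpressed gene was compared first, since it checks the group labels. Rbfox2 (ENSMUSG00000033565, GRCm38 chromosome 15, 77078990 to 77307004, minus strand, protein-coding) stood at 14.7 FPKM in the control (bounds 10.4 to 19.0) and at 293 FPKM in Rbfox2 OE (bounds 214 to 373), a ratio of 19.9. With a pseudocount of 1 FPKM the log2 ratio was 4.23, and the nearest and the farthest pair of bounds gave 3.42 and 5.04. Of the 6 alternative settings, a pseudocount of 5 moved the log2 ratio most, to 3.92. The value is for the whole gene, so it does not separate the transgene from the endogenous gene or one RBFOX2 isoform from another.

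The paralogue Rbfox1 (chromosome 16, 5885355 to 7411526, plus strand, protein-coding) moved in the opposite direction. It stood at 15.7 FPKM in the control (bounds 9.98 to 21.4) and at 0.300 FPKM in Rbfox2 OE (bounds 0.106 to 0.494), a log2 ratio of -3.68, and 0% of the 50-base sequences of its annotated transcripts were shared with Rbfox2 transcripts. The log2 ratio of Rbfox1 ranged widely with the pseudocount, from -5.30 with 0.1 to -1.96 with 5. Rbfox3 was near 0 in both groups, at 0.00983 FPKM in the control and 0.0138 FPKM in Rbfox2 OE, with overlapping bounds.

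Across the transcriptome, 11697 genes had a mean of at least 1 FPKM over the groups. Their pooled log2 values correlated across genes with a Pearson's r of 0.904 and a Spearman's rho of 0.876, where genes are not independent replicates. The log2 ratios had a median of -0.06, a 5th percentile of -1.35 and a 95th percentile of 1.17. A difference of at least 2-fold was found for 1987 genes (17.0%), of which 815 were higher and 1172 lower in Rbfox2 OE. The authors' bounds were separate for 1871 genes, 780 higher and 1091 lower. Both criteria were met by 1485 genes, 617 higher and 868 lower, while the bounds overlapped for 502 of the genes with a 2-fold difference. The level of the bounds is not stated, so these counts are not set against a known error. Among the alternatives that kept the 2-fold threshold, a pseudocount of 5 moved the count most, to 863 genes, 304 higher and 559 lower.

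The split between higher and lower genes rested on the scaling of the groups. Rescaling the values without the mitochondrial genes and the 10 most abundant genes shifted Rbfox2 OE against the control by 0.15 on the log2 scale and moved the median gene from -0.06 to 0.06. The 2-fold genes then split into 1035 higher and 913 lower, so that 46.9% were lower in place of 59.0%. With separate bounds the rescaled split was 1016 higher and 835 lower. The direction in which more genes differed is therefore not fixed by these values.

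**Figure D1:**
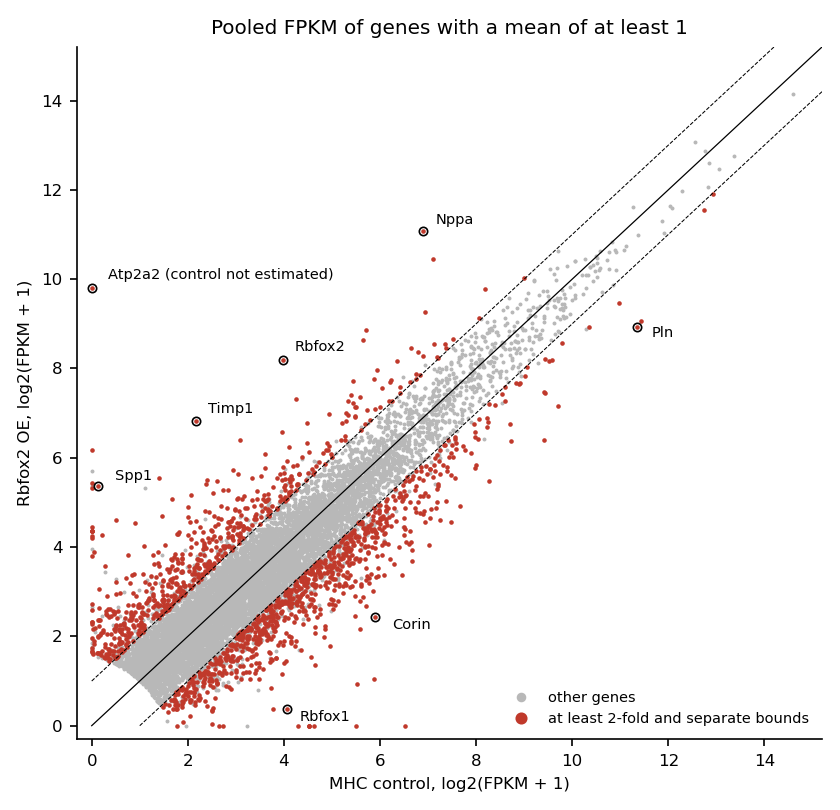
Pooled FPKM of the 11697 genes with a mean of at least 1 FPKM, as log2(FPKM + 1), for MHC control (x axis) against Rbfox2 OE (y axis); the solid line marks equal values, the dashed lines a 2-fold difference, and red points the 1485 genes at least 2-fold apart with separate bounds. Rbfox2 lies above the diagonal and Rbfox1 below it; Atp2a2 lies on the left edge because the control value was not estimated.

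The genes at the extremes were led by values that a fold cannot be based on. Of the 5 genes ranked highest, Atp2a2 had no control estimate (HIDATA) and stood at 897 FPKM in Rbfox2 OE. The short RNA genes Snord83b, Snord16a and Gm26427 were listed at 0 in the control and at 71.6, 42.3 and 39.2 FPKM in Rbfox2 OE. Spp1 (chromosome 5, 104435118 to 104441050) rose from 0.0959 FPKM to 40.4 FPKM (bounds 27.9 to 52.9). Of the 5 genes ranked lowest, Gm17428, Gm26127 and Gm29163, also with short annotated transcripts, stood at 90.9, 44.1 and 23.8 FPKM in the control and were listed at 0 in Rbfox2 OE. Among 61 short RNA genes in the comparison, 48 differed at least 2-fold. The values of Gm26427, Gm26127 and Gm29163 fell on steps shared by short RNA genes of their transcript length; other lengths, including those of Snord83b and Snord16a, were not examined for steps.

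The remaining 2 of the lowest genes were neighbours on chromosome 18. F830016B08Rik (60293380 to 60303016, plus strand, protein-coding) fell from 57.9 FPKM (bounds 41.2 to 74.5) to 1.07 FPKM (bounds 0.629 to 1.52), a log2 ratio of -4.83. BC023105 (60441765 to 60442980, plus strand, annotated as a processed pseudogene) fell from 45.2 FPKM to 0.898 FPKM, a log2 ratio of -4.61. Both belong to a family of similar sequences, so these values are uncertain by the way fragments were assigned among its members.

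A second ranking, chosen after the values were seen, took protein-coding genes with separate bounds, status OK and an estimate above 0 in both groups. It used the log2 ratio with a pseudocount of 1 FPKM, which places low genes lower than the plain ratio would. The 5 largest increases were Spp1, Timp1, Rbfox2, Nppa and Tbx6. Timp1 rose from 3.49 FPKM (bounds 0 to 8.75) to 112 FPKM (bounds 69.3 to 154), and Tbx6 rose from 0.415 FPKM to 23.4 FPKM. The 5 largest decreases were F830016B08Rik, Rbfox1, Corin, Efnb3 and Gm4841. Corin (chromosome 5, 72300025 to 72504473) fell from 58.7 FPKM (bounds 41.9 to 75.5) to 4.41 FPKM (bounds 2.95 to 5.86), a log2 ratio of -3.46. Efnb3 fell from 47.2 FPKM to 3.52 FPKM, and Gm4841, another neighbour on chromosome 18 (60268305 to 60273272), fell from 12.7 FPKM to 0.300 FPKM.

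The series concerns conduction defects of the heart, so the genes of ion channels and of cell coupling were compared next, from lists fixed before the data were examined. Of the 5 sodium channel genes expressed, 3 were at least 2-fold lower. Scn4b (chromosome 9, 45138395 to 45154152, plus strand) fell from 14.9 FPKM (bounds 10.5 to 19.4) to 2.75 FPKM (bounds 1.82 to 3.68), a log2 ratio of -2.09. Scn4a fell from 12.2 FPKM to 1.82 FPKM, but both values lay outside their own bounds and are uncertain. Scn7a was higher, at 2.42 FPKM against 1.19 FPKM, with separate bounds and a log2 ratio of 0.64.

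Among the 9 expressed calcium channel genes, 5 were at least 2-fold lower and 0 were 2-fold higher. Cacnb2 fell from 43.4 FPKM (bounds 29.3 to 57.4) to 4.49 FPKM (bounds 1.87 to 7.11), a log2 ratio of -3.02. Cacna1c, the pore-forming subunit of the cardiac L-type channel, fell from 51.6 FPKM (bounds 30.3 to 73.0) to 10.5 FPKM (bounds 3.81 to 17.2), a log2 ratio of -2.19. Cacna1s and Cacna2d1 had log2 ratios of -1.40 and -1.33, also with separate bounds.

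Of the 23 expressed potassium channel genes, 15 were at least 2-fold lower and 1 was 2-fold higher. Kcnq1 fell from 28.1 FPKM (bounds 17.3 to 38.8) to 3.71 FPKM (bounds 1.82 to 5.59), a log2 ratio of -2.63. Kcnh2 fell from 38.5 FPKM (bounds 24.7 to 52.3) to 7.82 FPKM (bounds 4.71 to 10.9), a log2 ratio of -2.16. Kcnj11, Kcnk3 and Kcnj12 had log2 ratios of -2.10, -1.97 and -1.83, each with separate bounds.

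Among 13 gap junction and pacemaker genes, 1 gene was at least 2-fold lower, the low-expressed Hcn4, at 2.44 FPKM in the control and 0.296 FPKM in Rbfox2 OE. Its log2 ratio of -1.41 shrank to -0.49 with a pseudocount of 5. The connexin gene Gja1 (chromosome 10, 56377330 to 56402513, plus strand) fell from 100.3 FPKM (bounds 71.9 to 129) to 49.9 FPKM (bounds 35.3 to 64.5). Its log2 ratio of -0.99 lay just short of the 2-fold threshold and passed it with a pseudocount of 0.1, at -1.01. Hcn2 had a log2 ratio of -0.85 with separate bounds.

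**Figure D2:**
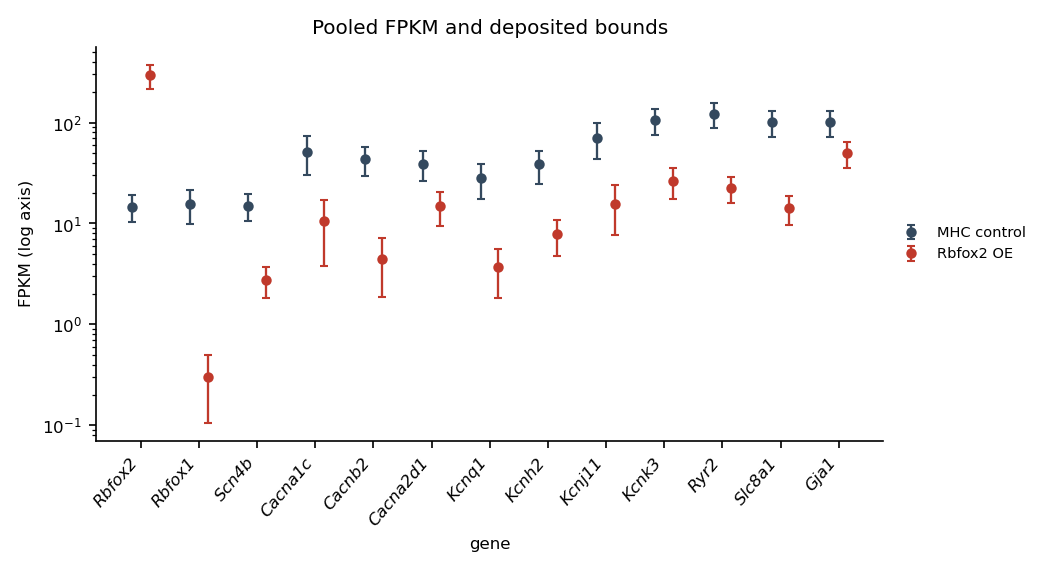
Pooled FPKM (y axis, log scale) of 13 named genes in MHC control (dark) and Rbfox2 OE (red), with bars for the authors' lower and upper bounds. The bounds of the groups are separate for each gene shown; Rbfox2 rose from 14.7 to 293 FPKM, while Cacna1c fell from 51.6 to 10.5 FPKM and Gja1 from 100.3 to 49.9 FPKM.

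Genes of calcium handling were mixed: 8 of 29 were at least 2-fold lower and 2 were 2-fold higher, and 1 of those 2 was Atp2a2, without a control estimate. Slc8a1 (chromosome 17, 81373105 to 81738377) fell from 100.5 FPKM (bounds 72.2 to 129) to 14.3 FPKM (bounds 9.70 to 18.9), a log2 ratio of -2.73. Ryr2 fell from 122 FPKM (bounds 89.2 to 154) to 22.4 FPKM (bounds 15.8 to 29.0), and Pln fell from 2613 FPKM (bounds 1915 to 3312) to 488 FPKM (bounds 354 to 622).

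Of 12 fetal and stress genes, 6 were at least 2-fold higher and 1 was 2-fold lower. Nppa (chromosome 4, 148000722 to 148002079, plus strand) rose from 118 FPKM (bounds 82.7 to 153) to 2178 FPKM (bounds 1567 to 2789), a log2 ratio of 4.20. Acta1 rose from 137 FPKM (bounds 0 to 293) to 1400 FPKM (bounds 818 to 1982). Myl4 rose from 51.0 FPKM to 467 FPKM and Ctgf from 58.1 FPKM to 218 FPKM. Atf3 fell, from 89.9 FPKM (bounds 54.5 to 125) to 37.4 FPKM (bounds 21.5 to 53.3). Of 33 splicing regulators, Khdrbs1 was the 1 gene at least 2-fold apart with separate bounds, at 15.7 FPKM in the control and 33.0 FPKM in Rbfox2 OE, and its log2 ratio of 1.03 fell below the threshold, to 0.88, with a pseudocount of 5.

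Each list was also placed among 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test between conditions. None of the random lists had a median as low as that of the sodium channels (median log2 ratio -2.09), the calcium channels (-1.33) or the potassium channels (-1.37). The list that moved most with the settings was the sodium channels, whose median was -0.013, at percentile 25.38, once genes under 1 FPKM were included. Medians also lay below the middle 95% of random lists for sarcomere genes (-0.59, percentile 0.39), mitochondrial respiration (-0.43, percentile 1.07) and fatty acid oxidation (-0.64, percentile 0.23). Calcium handling (-0.41, percentile 2.75), immediate early genes (-0.23, percentile 33.38) and cell cycle genes (0.46, percentile 91.26, with 6 genes used) lay within it. So did the splicing regulators (0.11, percentile 97.02). Gap junction and pacemaker genes had a median of -0.09 (percentile 42.75), which became 0.046 on rescaling. Fetal and stress genes had a median of 1.02 at percentile 100.

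The cardiomyocyte preparations also held transcripts of other cells, and markers of these, fixed before the data were examined, were higher in Rbfox2 OE. The median log2 ratio was 1.60 for macrophage and leukocyte markers, 1.03 for fibroblast markers, 0.84 for endothelial markers and 2.28 for red blood cell markers, all at percentile 100. It was 0.68 for smooth muscle and pericyte markers, at percentile 99.92. Atrial markers had a median of 2.30 at percentile 100, and 6 of the 9 used were also members of other lists. Of the neuronal and glial markers, Uchl1 was the 1 gene used, with a log2 ratio of 0.35.

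**Figure D3:**
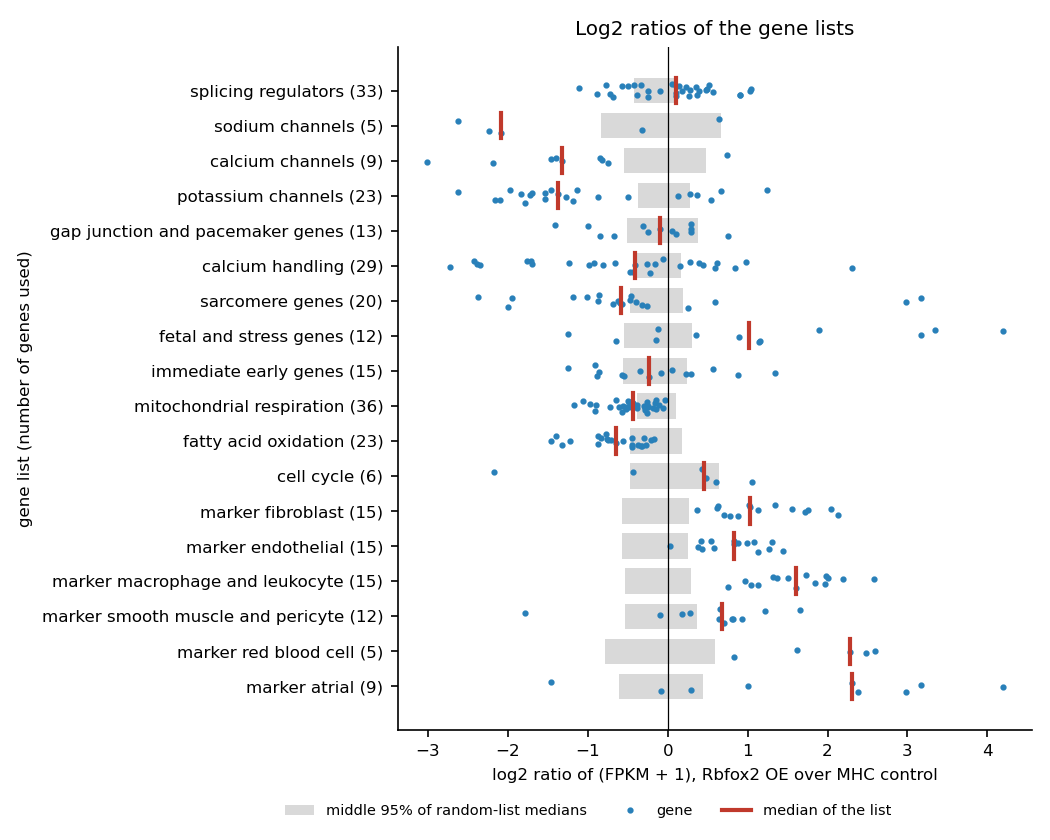
Log2 ratios of FPKM + 1, Rbfox2 OE over MHC control (x axis), for the genes of 18 lists (blue points; Atp2a2 is not drawn), with the list median (red line) and the middle 95% of medians of 10000 random lists matched on mean expression (grey). The channel lists lie to the left of the grey bars, and fetal and stress genes and the cell markers to the right; the gap junction and pacemaker median of -0.09 lies within its bar and changes sign on rescaling.

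The sex chromosome genes were compared as a check of the animals. Xist stood at 7.15 FPKM in the control (bounds 1.12 to 13.2) and 8.96 FPKM in Rbfox2 OE (bounds 0.0133 to 17.9). The Y-linked Ddx3y stood at 0.0431 FPKM in the control and 1.40 FPKM in Rbfox2 OE, with separate bounds. Eif2s3y, Uty and Kdm5d were higher in Rbfox2 OE, at 1.31, 0.235 and 0.163 FPKM, with bounds that overlapped those of the control. The labels do not give the sex of the animals.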

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

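No paired analysis was possible because the table gives 1 pooled value per group, so the replicate numbers I and II have no values of their own. For the same reason the fits that would leave out each library in turn were not run. The authors' own test and the isoform shares were listed beforehand and were not run, since the gene-level table used here has no columns for them. How far the libraries of a group differed therefore remains unknown, and this limits every result under any setting below. The depth in reads is also unknown, which limits values near 0 most.

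The Rbfox2 log2 ratio of 4.23 lay between 3.92 and 4.37 under its 6 alternatives, inside the range that the bounds give. The number of genes with a 2-fold difference, 1987, was within 1.5 times of that count under the alternatives other than those named here. A pseudocount of 5 gave 863 genes, 304 higher and 559 lower, because it shrinks the ratios of low genes. A 1.5-fold threshold gave 4520 genes, 1938 higher and 2582 lower, and a 4-fold threshold gave 290 genes, 136 higher and 154 lower. A minimum mean of 5 FPKM left fewer genes to compare and gave 492 genes higher at 2-fold and 446 higher with separate bounds. A pseudocount of 0.1 gave 2739 genes. The share of 2-fold genes that were lower was 59.0% as deposited, 53.2% after centring on the median gene and 46.9% after rescaling without mitochondrial and top genes. Among protein-coding genes with status OK, a setting chosen after seeing the data, 731 were higher and 1098 lower.

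The list medians kept their direction and their side of the middle 95% of random lists in 215 of the values computed; 5 moved outside that range, 2 moved inside it and 2 changed sign. The union of the channel lists, made after values were seen, ranged from -1.79 to -0.32 at percentile 0 in all 12 settings. Without a filter on low values the sodium channels moved to -0.013, because genes near 0 entered the list, and the splicing regulators moved outside the range at 0.10. The splicing regulators also lay outside it at 0.11 when random lists were matched on genomic span or on transcript length as well, settings added after seeing the data. Rescaling turned the gap junction and pacemaker median to 0.046. Calcium handling passed below the range at -0.43 when genes without an estimate were left out, and at -0.41 against random lists not matched on expression. The mean in place of the median gave -0.38 for sarcomere genes, now inside the range, and -0.0063 for cell cycle genes, a change of sign. The cause was not tested where none is given. Fetal and stress genes and the marker lists of fibroblasts, endothelium, leukocytes, smooth muscle, red blood cells and atria kept their direction and stayed above the range in the settings that gave a value.

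Of 383 values for the 49 genes chosen for naming (44 by the rule, 5 by the added ranking) under the alternatives, 375 kept their direction and their side of the 2-fold threshold, 5 were weaker, 3 were stronger and 0 reversed. The 8 genes that changed did so with the pseudocount: Gja1, Uty and Kdm5d passed the threshold with 0.1, and Cacna1s, Hcn4, Khdrbs1, Ddx3y and Eif2s3y fell short of it with 5.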

Other observations

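The tests of cardiomyocyte share, scaling, bounds read as 1 SD, atrial tissue, interferon response, strain, sex and single fragments were chosen only after the result they bear on was seen. With 1 pooled value per group, none of them can separate the effect of the transgene from a chance difference between the mice of the groups, and a biological difference between the genotypes stays open and untested throughout.

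Whether the number of 2-fold genes exceeds the error within the deposited bounds depends on their level, which is not stated. Both groups were drawn 100 times around a common mean. With the distance from a value to its bound read as 2 SD, the draws gave a mean of 676 genes with a 2-fold difference, from 628 to 738, against 1987 observed. Read as 1 SD, a reading added later, it gave a mean of 2684 genes, from 2595 to 2782. The count of 1987 lies below all draws at 1 SD, so that reading overstates the error. It lies above all draws at 2 SD. A level between these readings could give the observed count from error alone. Without the level, error within the bounds and a difference between the groups cannot be told apart from this count.

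The 37 channel genes used had a median log2 ratio of -1.37, with 23 at least 2-fold lower and 1 at least 2-fold higher. Several technical explanations were tested. Centring on the median gene left the channel median at -1.31. The median stayed at percentile 0 among random lists matched on mean expression and genomic span, and at percentile 0 among lists matched on mean expression and transcript length. A lower share of cardiomyocytes would lower the sarcomere genes and, less so, the respiration genes, which other cells also express. These 56 genes had a median of -0.46. The channel median lay below it by a difference of -0.91 (from -1.21 to -0.37 over resampled genes). The 20 sarcomere genes alone, which include the rising Myl4 and Myl7, had a median of -0.59, still above that of the channels. These values argue against scaling or gene length as the whole cause. Against a lower share of cardiomyocytes as the whole cause, the argument rests on the sarcomere genes, whose difference from the channels was not resampled. A lower share may still account for a part, since the sarcomere and respiration genes fell too. Of the 37 channel genes, 3 are members of other lists, and 19 stood at 10 FPKM or more in the control.

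Protein-coding genes spanning long stretches of the genome were lower. In the 1109 genes with the longest span, 119010 bases or more, the median log2 ratio was -0.41, with 22.9% at least 2-fold lower and 3.61% at least 2-fold higher, while the 1110 genes with the shortest span had a median of 0.06. Long transcripts showed less of this, with a median of -0.12 in the 1109 genes with the longest transcripts. The 171 long-span genes with a transcript shorter than the median gene's had a median of -0.62, at percentile 0 of random gene sets, which argues against loss of long RNA as the cause. Outside the lists and below the median expression, 672 long-span genes had a median of -0.22, also at percentile 0. The lists are short and leave many genes of cardiomyocytes among these, so a slower or less complete transcription of long genes and a loss of long genes specific to cardiomyocytes cannot be told apart here. A fall in transcription of long genes may deserve a look in the reads, where intron coverage could be followed.

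Markers of cells other than cardiomyocytes rose by unequal amounts. Macrophage and leukocyte markers had a median log2 ratio of 1.60, with 13 of 15 at least 2-fold higher, and endothelial markers 0.84. The difference was 0.77 (from 0.29 to 1.30 over resampled genes). A lower share of cardiomyocytes alone would raise both alike, so a further change in leukocytes, in their number or their transcription, may be present. The most abundant markers followed: Lyz2 rose from 41.3 to 170 FPKM and Cd74 from 38.1 to 128 FPKM. Of the 15 leukocyte markers 5 stood at 10 FPKM or more in the control. The red blood cell markers, with 5 genes used, had a median of 2.28, and Hbb-bs rose from 42.1 to 209 FPKM, so residual blood may also have differed between the preparations.

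Atrial markers had a median log2 ratio of 2.30. Nppa rose from 118 to 2178 FPKM, Myl7 from 49.0 to 395 FPKM, Myl4 from 51.0 to 467 FPKM and Sln from 21.4 to 109 FPKM. Atrial tissue in the preparation would raise the markers together, but 2 of the 9 used were lower: Kcnj3, at 29.2 FPKM in the control, had a log2 ratio of -1.45, and Pam went from 204 to 192 FPKM, the latter with overlapping bounds. Both stood high in the control, which can hide a small atrial share, and Kcnj3 is also a channel gene. Fetal and stress genes outside the atrial list were mixed. Acta1 rose, and Nppb rose from 182 to 403 FPKM with separate bounds, while Myh7 went from 108 to 68.5 FPKM with overlapping bounds. Atrial tissue and a return of ventricular cells to a fetal program, which shares several of the atrial markers, cannot be told apart.

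Rbfox1 fell by 98.1% where Rbfox2 rose. Rbfox1 fragments counted for Rbfox2 would explain this if the transcripts shared most of their sequence, but 0% of the 4443 distinct 50-base sequences of annotated Rbfox1 transcripts were found in Rbfox2 transcripts. A candidate explanation is regulation of Rbfox1 by RBFOX2 at the RNA level, for example by splicing to an unstable transcript. It was not tested, because the values are for whole genes, and Rbfox1 spans a region long enough for the pattern of long genes to include it.

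Of the genes with the largest decreases, 3 lie within chromosome 18, 60268305 to 60442980: Gm4841, F830016B08Rik and BC023105. Related genes of this region respond to interferon, but a lower interferon response does not explain the fall, since 42 interferon-stimulated genes had a median log2 ratio of 1.45, with 33 at least 2-fold higher and 0 at least 2-fold lower. That list was written after some values had been seen. Iigp1, which lies between them, went from 59.1 to 37.9 FPKM with overlapping bounds. Of 16 other genes within 1000000 bases, 1 was at least 2-fold lower, Camk2a, and 2 were at least 2-fold higher. The mice descend from a C57BL x FVB cross, and a strain haplotype at the cluster that differed between the groups may give such a local fall. A strain haplotype and regulation of the cluster cannot be told apart without the sequence of the reads. The rise of the interferon-stimulated genes, 1.45 in the median, goes with that of the leukocyte markers, and whether it lies in the cardiomyocytes was not tested.

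The 4 Y-linked genes compared were all higher in Rbfox2 OE, 1 of them with separate bounds, while Xist had a log2 ratio of 0.29 with overlapping bounds. Ddx3y reached 1.12% of the level of its X-linked homologue Ddx3x in Rbfox2 OE and 0.0545% in the control. A male animal among the Rbfox2 OE mice may give Y-linked transcripts, but far more of them would be needed and Xist would fall. A small admixture of male cells or sample carry-over stays open, and these cannot be told apart from pooled values near 0.

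Some short RNA genes among the largest changes had values that fit single fragments. For short RNA genes of one transcript length, the values under 65 FPKM fell on whole combinations of 2 steps per group, 22.0 and 23.8 FPKM in the control and 19.6 and 20.9 FPKM in Rbfox2 OE. Apart from the 4 values that set the steps, 15 of 15 values (100%) did so within 0.1%, where 0.801% and 1.74% of the range would do so by chance. A gene of this length listed at 0 in one group and at 39.2 FPKM in the other, such as Gm26427, may therefore differ by a pair of fragments. The authors' bounds of 37.9 to 40.5 FPKM for that gene are far narrower than such counting allows, so separate bounds are no safeguard for genes of this length. Short genes of other lengths, Snord83b and Snord16a among them, were not tested.

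Under 1 FPKM in the control and at least 10 FPKM in Rbfox2 OE was found for 6 protein-coding genes, named here after their values were seen: Avil, Pde6g, Slurp2, Spp1, Tbx6 and Trpv2.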
